A study of Mus musculus with 18 samples. Its data were reported in "The Response of the Prostate to Circulating Cholesterol: Activating Transcription Factor 3 (ATF3) as a Prominent Node in a Cholesterol-Sensing Network" (2012).

How the data were processed

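RNA from the ventral (VP), dorsolateral (DLP) and anterior (AP) prostate of male SCID mice fed a high fat, high cholesterol diet (HFHC) or a low fat, no cholesterol diet (LFNC) was measured on 18 Affymetrix mouse expression arrays, 3 per lobe and diet. The labels give a diet of 6 weeks and 18 mice, and do not say which mouse or pool of mice gave which array. The study's text gives another length of diet and another number of repeats, and names another series for its array data, so it is not settled that its counts rest on these arrays. Arrays are named by lobe, diet and the replicate number on their label. The values deposited by the authors are gcRMA values on a log2 scale, that is, background-adjusted, quantile-normalised over the arrays and summarised per probe set. The version of GCRMA is not given in the sources used here, and no detection calls were used. For arrays the number of arrays limits the precision.

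Of 22690 probe sets, 64 Affymetrix controls were left out, 1 of which held the only empty cell. Of the other 22626, 20380 carry 1 gene symbol, 691 carry several and 1555 are not named here, and the named ones cover 12393 genes. Probe sets with a mean over the 18 arrays at or above the 40th percentile of such means (3.14 log2) were kept, which left 13576 probe sets and 7911 genes. No genome build is named in the annotation, so positions are not given. Where a gene has several probe sets, the one with the highest mean stands for it in gene lists and for the study genes.

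Differences were fitted with limma (version 3.58.1, R 4.3.3) by a model of 6 group means over all 18 arrays, with eBayes and a trend in the variance. The contrasts were HFHC minus LFNC in each lobe and averaged over the lobes, an F test of whether the diet effect differs between the lobes, and the 3 differences between lobes averaged over diets. A probe set was called when its Benjamini-Hochberg adjusted p was below 0.05 and its change was above 1.5-fold, with no fold threshold for the F test. For single genes and list means, two-sided exact permutation tests of 3 against 3 arrays stand beside limma, and their smallest p is 0.1. All models take the arrays as independent.

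Of 31 gene lists fixed before the data were examined, 30 had enough members above the filter. They were tested with camera (preset correlation 0.01), with camera and an estimated correlation, and with fry, and adjusted over all tests of the 30 lists in 3 lobes. The counts adjusted over the list alone use the same thresholds. The lists were the study's own genes, cholesterol synthesis and uptake, LXR targets and cholesterol efflux, fatty acid synthesis, fatty acid oxidation, proliferation, inflammation and chemotaxis, interferon response, immediate early and stress response, protein folding, secretory transport, proteasome, oxidative phosphorylation, ribosomal proteins, extracellular matrix and adhesion, androgen-responsive genes, secretory proteins, and 14 lists of cell type or tissue markers. The study chose its own genes, and whether it did so on these arrays is not settled. The themes of proliferation, inflammation, protein folding, secretory transport, proteasome and extracellular matrix come from the study, so these lists are not independent evidence. Marker lists were read as transcript levels of the dissected lobe.

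Genes were named by a rule fixed before the data were examined. For each diet and lobe contrast these were the 10 largest rises and falls among called probe sets with 1 gene symbol whose arrays did not overlap, with 1 probe set per gene. Where fewer than 10 were called in a direction, the called ones were named and the list was filled to 5 by the smallest unadjusted p, described as not passing. Of the 21 study genes listed, 18 were read in every lobe and the other 3 are not analysed here. Also read were the 2 to 4 members of a list with the smallest p and the 10 genes with the smallest p of the F test. Cend1 and 2210016F16Rik are called genes named from a probe set that is not the one with the highest mean. Spink1, Msmb and the heat shock genes were named after their values were seen.

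The alternatives were no filter, a stricter filter (60th percentile, 4.63 log2, 9051 probe sets), no variance trend, array weights, quantile normalisation or median centring of the deposited values, the replicate number as a block, the arrays of a lobe alone, the methods' t-test, the integrative test of the study's methods as far as they state it, no fold threshold, and each array left out in turn (for a diet effect within a lobe, each array of that lobe). The array weights did not fully converge. Leaving out the arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1, leaving out arrays of the other lobes for a diet effect within a lobe, and covariates for seminal vesicle or heat shock transcripts, were chosen after seeing the data. For each count, other splits of the same arrays were counted, with at most 100 splits.

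The fit was tested on simulated data with the arrays and spread of the VP diet contrast. Of 200 changed probe sets, limma recovered 23.2% at 1.5-fold, 67.2% at 2-fold, 82.0% at 3-fold and 92.8% at 4-fold, with 3.96% of calls false and 0 calls when no probe set changed. Camera found a list of 30 genes shifted by 0.5 log2 in 20 of 20 simulations and called an unshifted list in 2 of 20. False calls at a set correlation between the genes of a list were not measured. On the real arrays the estimated correlation ran from -0.083 for the urothelium list to 0.874 for the skeletal muscle list. The simulation therefore does not show how camera with its preset correlation performs on strongly correlated lists. At 4-fold the methods' t-test recovered 54.5% after adjustment and the integrative test 0%, so a count of 0 from the integrative test carries no information at this number of arrays.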

Results

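Gene expression was measured on 18 Affymetrix mouse expression arrays, 1 array per sample of dissected prostate tissue from male SCID mice. SCID mice lack functional T and B lymphocytes. The tissue was the ventral prostate (VP), the dorsolateral prostate (DLP) or the anterior prostate (AP), and the mice had been fed a high fat, high cholesterol diet (HFHC) or a low fat, no cholesterol diet (LFNC). Lobe and diet made 6 groups of 3 arrays, and the median of an array lay between 3.65 and 3.75 log2. The comparisons asked how the diet that raises circulating cholesterol changed expression in each lobe, whether this differed between the lobes, and how the lobes differed from each other. Their precision was limited by the number of arrays, and the median half-width of the 95% confidence interval of a diet difference within a lobe was 0.42 log2. An exact permutation test of 3 against 3 arrays has a smallest two-sided p of 0.1. The labels do not tie arrays to mice, so the spread between arrays, and every p-value drawn from it, may reflect technical spread as well as differences between mice.

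Expression separated the arrays by lobe more than by diet, and 2 arrays lay apart from the lobe on their label. The first principal component held 42.6% of the variance and set most VP arrays apart from the AP and DLP arrays. The array labelled VP LFNC replicate 1 lay among the AP arrays, with a Pearson correlation across genes of 0.987 with the mean of the AP arrays and of 0.923 with the mean of the other VP arrays. The VP secretory transcript Spink1 stood at 10.4 log2 in this array and at 15.8 to 15.9 in the other 5 VP arrays. The array labelled AP LFNC replicate 1 was about equally close to both lobes, with correlations of 0.979 with VP and 0.977 with AP. The other 16 arrays were closest to the lobe on their label. All 18 arrays stayed in the comparisons as labelled. Values without 1 or both of these arrays are given for some of the results that they moved.

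**Figure D1:**
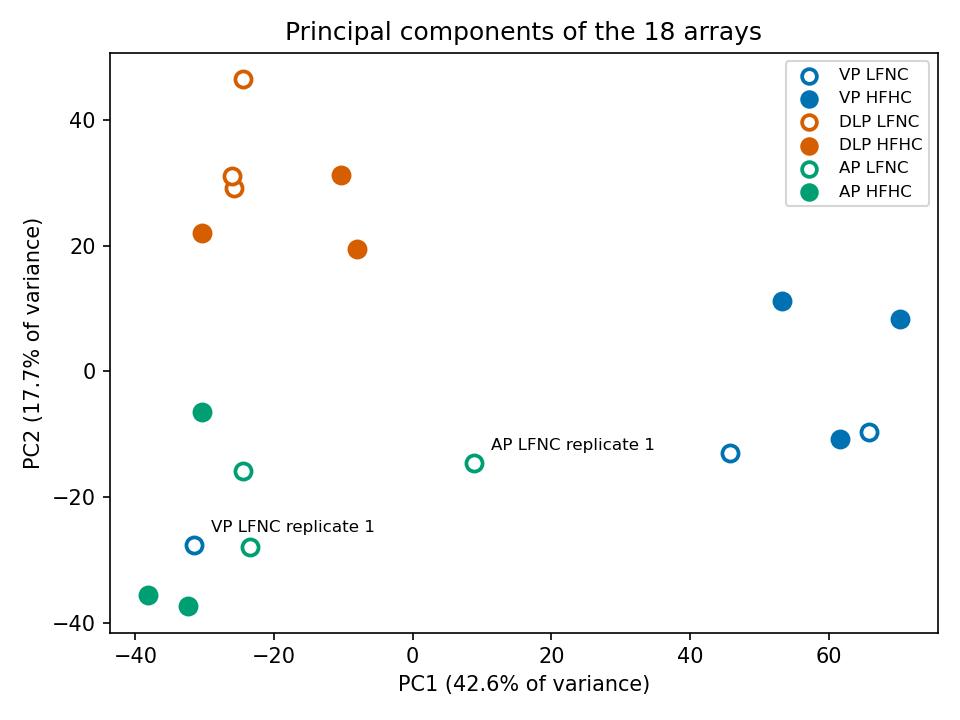
First and second principal components of the 18 arrays, with the share of variance in percent on each axis, colour for lobe, filled symbols for HFHC and open symbols for LFNC. The array labelled VP LFNC replicate 1 lies among the AP arrays, and the array labelled AP LFNC replicate 1 lies between the AP and VP arrays.

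Transcripts of neighbouring tissues varied widely between arrays of the same group. The mean of 9 seminal vesicle transcripts ranged from 4.84 to 15.1 log2 over the 18 arrays. In AP, Spink1 stood at 15.5, 14.6 and 12.1 log2 in the LFNC arrays and at 5.33, 4.66 and 12.5 in the HFHC arrays. The prostatic secretory gene Msmb stood at 14.2, 11.9 and 8.86 log2 in AP LFNC and at 4.68, 9.67 and 4.83 in AP HFHC. In DLP both were higher in each HFHC array than in any LFNC array, with Spink1 at 14.4, 14.1 and 14.7 log2 in HFHC and 13.9, 10.5 and 9.37 in LFNC, and Msmb at 14.8, 11.7 and 14.4 in HFHC and 11.4, 8.64 and 7.53 in LFNC. Skeletal muscle transcripts were higher in DLP than in VP and AP, and their mean varied in DLP by up to 3.88 log2 between arrays of 1 diet.

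**Figure D2:**
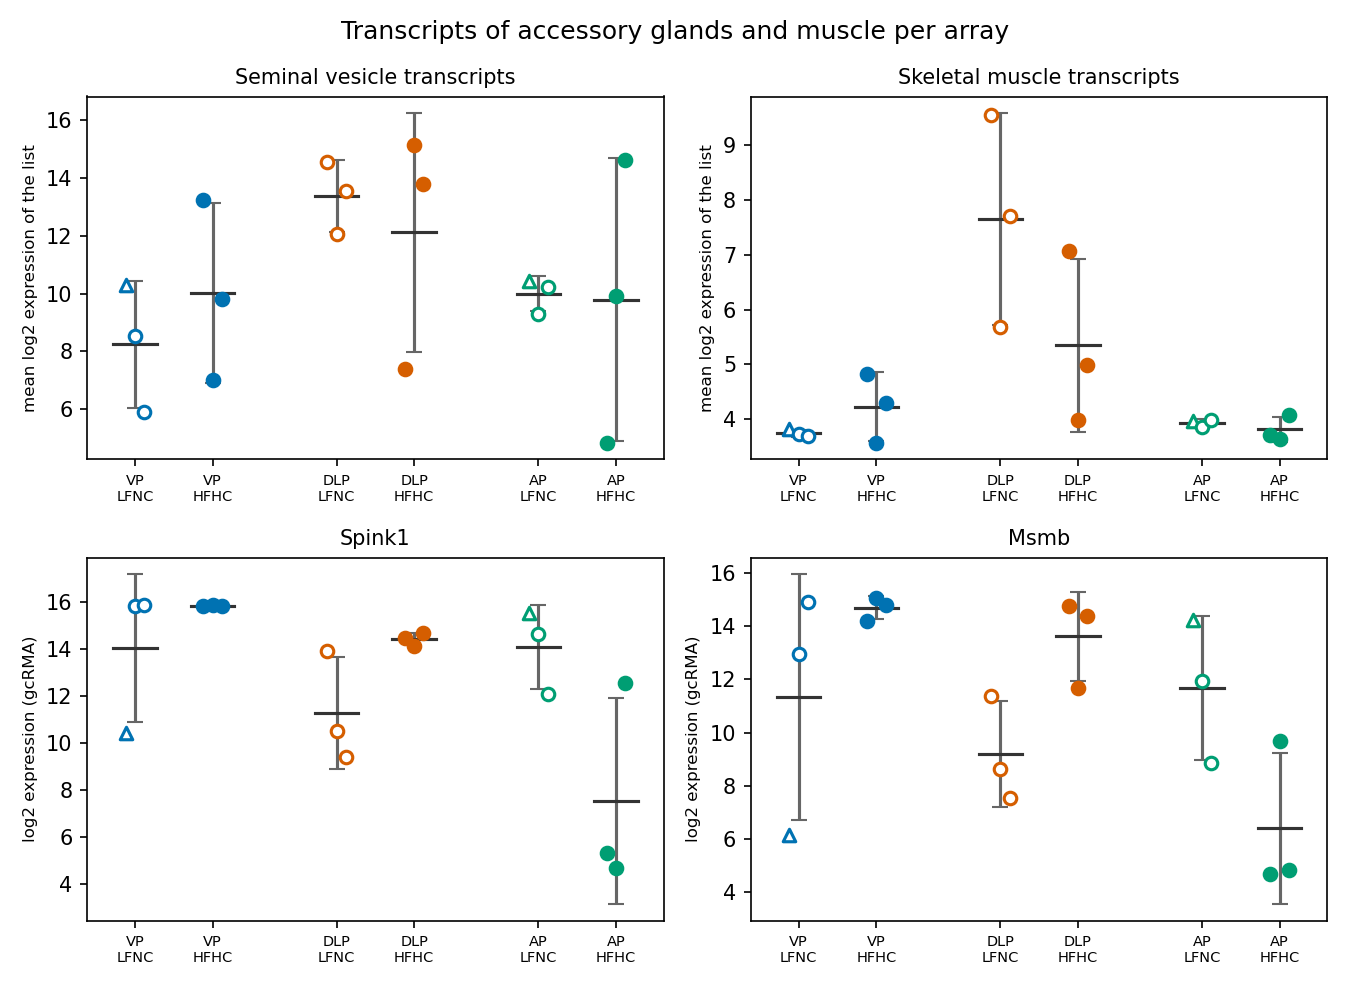
Expression per array in log2 units of the seminal vesicle list (mean of 9 genes), the skeletal muscle list (mean of 15 genes), Spink1 and Msmb, by lobe and diet. Points are arrays, bars are means of 3 arrays, error bars are SD, and triangles mark the arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1; the seminal vesicle mean spans 4.84 to 15.1 log2.

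The diet comparison in VP asked which genes of the ventral lobe differ between the diets. HFHC and LFNC differ in fat as well as in cholesterol, so a change in any lobe cannot be assigned to cholesterol alone. Pla1a, which encodes a phosphatidylserine-specific phospholipase, and Ankrd44, which encodes a regulatory subunit of a protein phosphatase, rose in HFHC. The kinetochore gene Spc25, the nuclear receptor coactivator Ncoa5, Actr6 and 2210016F16Rik rose as well, and Zfp282 and the lysosomal channel gene Tmem175 fell. Pla1a was 0.80 log2 higher (SE 0.09), at 4.36 ± 0.07 in HFHC and 3.56 ± 0.20 in LFNC (SD, n = 3; adjusted p = 0.00169 by limma). Ankrd44 was 0.70 log2 higher (SE 0.07), at 3.83 ± 0.05 in HFHC and 3.13 ± 0.02 in LFNC (SD, n = 3; adjusted p = 0.00145 by limma). Both genes were higher in each HFHC array than in any LFNC array, and their LFNC means were close to the expression filter of 3.14 log2. The LFNC mean of 2210016F16Rik, at 3.26 log2, was close to the filter as well. Spc25 was 1.11 log2 higher (SE 0.19; adjusted p = 0.0488), Ncoa5 was 0.77 higher (adjusted p = 0.0285), Actr6 was 0.70 higher (adjusted p = 0.0391) and 2210016F16Rik was 0.75 higher (adjusted p = 0.00800). Zfp282 fell by 0.86 log2 (SE 0.15; adjusted p = 0.0488) and Tmem175 fell by 0.67 (adjusted p = 0.0428). The next genes in the lower direction missed the threshold, with log2 differences of -1.13 for Slc25a35, -0.75 for Gbf1 and -0.72 for Hs2st1 and adjusted p from 0.0710 to 0.0798. In total limma called 8 of 13576 probe sets, 6 higher and 2 lower, while 2269 had an unadjusted p under 0.05 where chance gives about 679; without the array labelled VP LFNC replicate 1 it was 1297 and without VP HFHC replicate 1 it was 1467. The methods' t-test and the integrative test of the study's methods called 0 after adjustment. For the diet effect in VP limma also called 0 with the arrays of the lobe alone, with or without the replicate block, and 0 with the stricter filter, against 16 without a filter and 797 with array weights. The count depended on single arrays: limma called 2 probe sets without the array labelled VP LFNC replicate 1, 3 without VP LFNC replicate 2, 756 without VP HFHC replicate 2 and 433 without VP LFNC replicate 3. Of the 756 calls 86.0%, and of the 433 calls 97.7%, had the sign of the lobe difference VP minus AP. The array labelled VP LFNC replicate 1, which lay among the AP arrays, stayed in both fits, so these counts cannot be read as diet effects alone. For all probe sets the share with this sign was not computed, so the percentages alone do not separate diet from lobe. Arrays of other lobes entered through the pooled spread: the count was 3 without AP HFHC replicate 1, AP HFHC replicate 2, AP HFHC replicate 3, AP LFNC replicate 1, DLP HFHC replicate 2, DLP LFNC replicate 1 or DLP LFNC replicate 2, 4 without AP LFNC replicate 2, and 5 without DLP HFHC replicate 1, DLP HFHC replicate 3 or DLP LFNC replicate 3. Without the array labelled VP LFNC replicate 1, Pla1a (adjusted p = 0.0190) and Ankrd44 (adjusted p = 0.0127) were the genes still called.

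In gene groups of VP, camera with its preset correlation found genes of the secretory pathway and of protein folding lower in HFHC and interferon, macrophage and cholesterol efflux genes higher, and none of these lists passed with an estimated correlation. The secretory transport list had a median difference of -0.24 log2 over 36 genes and the lowest camera p of VP (adjusted p = 2.4e-06). It did not pass in the camera test with an estimated correlation (p = 0.00784, adjusted p = 0.235), and fry gave an adjusted p of 0.0310. Sec24d (-1.03), Sec23b (-0.41), Cope (-0.37) and Ssr4 (-0.73) had its smallest p, and 4 members passed adjusted over the list alone, all lower, against 0 over all genes. The list mean was lower in each HFHC array than in any LFNC array (exact two-sided p = 0.1, n = 3). The means of the other lists that passed in VP overlapped between the diets, with an exact p of 0.2 for protein folding, LXR, macrophage and smooth muscle genes and 0.3 for interferon and immediate early genes. The protein folding list had a median of -0.42 over 33 genes (adjusted p = 1.0e-04; adjusted p = 0.772 with an estimated correlation), with Sel1l at -1.87, Edem2 at -0.52 and Manf at -0.65. Protein folding genes also differed by lobe, with 13 of 33 called lower in VP than in AP and 0 higher, so that the array labelled VP LFNC replicate 1 added to their difference; without it the median was -0.26 and the adjusted p 0.00426. The interferon list had a median of 0.73 with 28 of 30 genes higher (adjusted p = 4.7e-05; adjusted p = 0.947 with an estimated correlation), with Irgm1 at 1.40, Parp14 at 1.10 and Oas1a at 1.33; without the same array its median was 0.35 and its adjusted p 0.0278. The immediate early list had a median of 0.29 (adjusted p = 0.0241; adjusted p = 0.947 with an estimated correlation), with Socs3 at 1.36 and Cebpd at 0.98. The mean of this list was lowest in the replicate 3 array in all 6 groups, as Atf3 was. The LXR and cholesterol efflux list (median 0.50, adjusted p = 0.0273; adjusted p = 0.772 with an estimated correlation) had 3 members higher adjusted over the list alone, Scarb1, Pltp and Cyp27a1, at 0.60, 0.91 and 1.05. The macrophage list (median 0.29, adjusted p = 0.0231; adjusted p = 0.947 with an estimated correlation) was led by C1qc at 1.56, and the smooth muscle list (median -0.44, adjusted p = 0.00493; adjusted p = 0.947 with an estimated correlation) by Cnn1 at -0.92. The LXR, macrophage and smooth muscle lists no longer passed without the array labelled VP LFNC replicate 1, with adjusted p of 0.286, 0.0534 and 0.105 and medians of 0.03, 0.47 and -0.26. Members of these lists passed over all genes in 0 cases. Protein folding, secretory transport, inflammation and proliferation are themes that the study reports for VP, so their lists are not independent evidence.

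**Figure D3:**
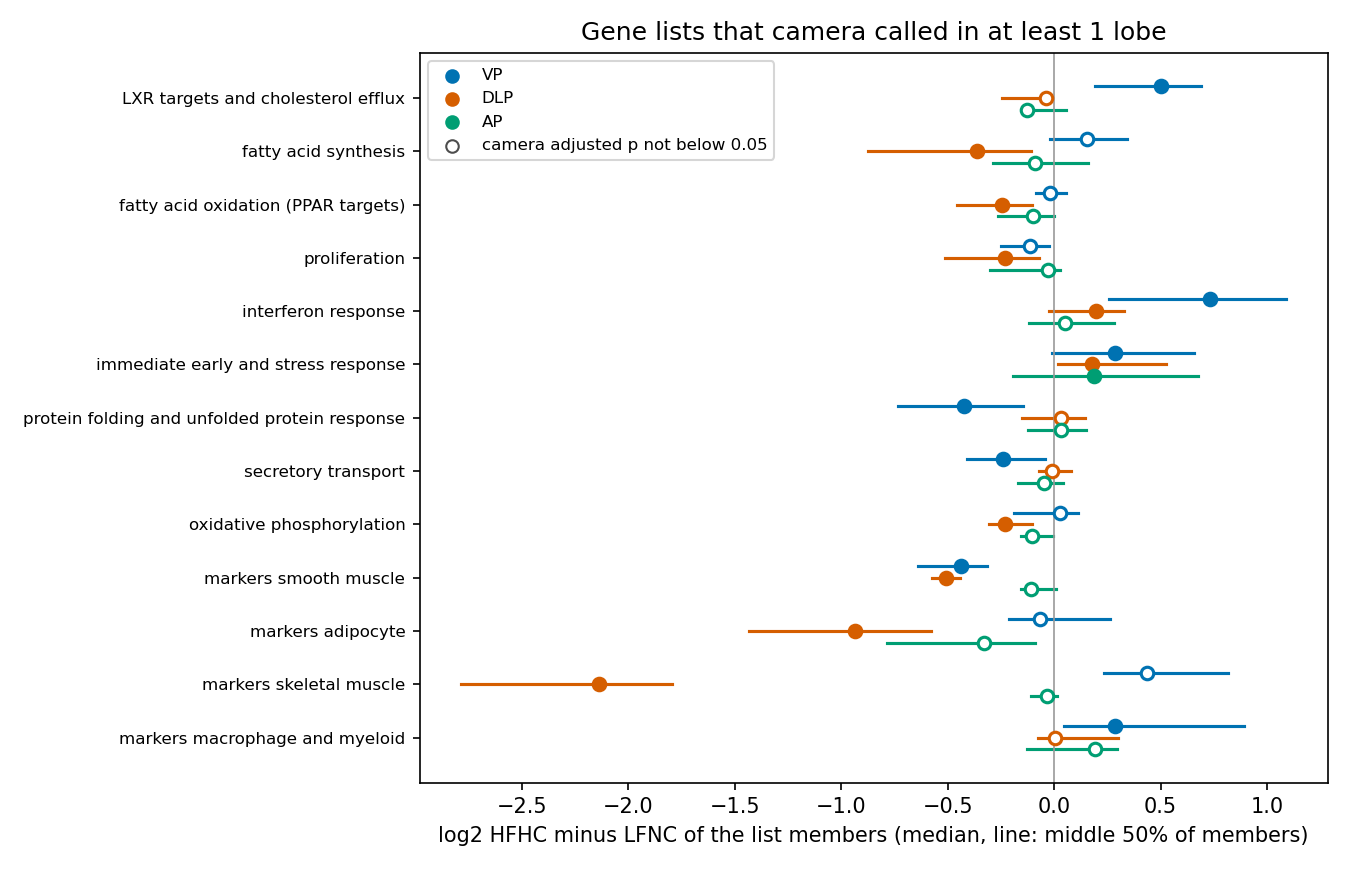
Median difference between HFHC and LFNC in log2 units, with a line from the first to the third quartile of its members, for the 13 gene lists that camera called in at least 1 lobe. Filled points have a camera adjusted p below 0.05, and the skeletal muscle list in DLP has the lowest median, -2.14.

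The study genes measured above the filter did not pass over all genes in VP. Ifi44, which the study tested by RT-PCR in mice, is not among the study genes read here. Atf3 stood at 4.49 ± 0.60 log2 in HFHC and 5.17 ± 1.13 in LFNC (SD, n = 3), a difference of -0.68 (exact two-sided permutation p = 0.4; adjusted p = 0.685 by limma). Without the array labelled VP LFNC replicate 1 the difference was -0.12. Id1 differed by -1.50 log2 (exact p = 0.3), and by -0.71 without that array. Ica1 differed by -0.76 log2 (exact p = 0.1), and by -0.52 without that array, and was the only study gene to pass in VP adjusted over the list alone, a list that the study drew up itself and that is not independent evidence. The study genes as a group had a camera adjusted p of 0.954 in VP, and 0 of the 13 measured above the filter passed over all genes in any lobe. In DLP Atf3 differed by 0.51 log2 (exact p = 0.6). In AP it stood at 7.70 ± 1.82 in HFHC and 5.86 ± 0.21 in LFNC (SD, n = 3), a difference of 1.83 (exact p = 0.3), and Id1 differed by 1.42 (exact p = 0.1). Atf3 was lowest in the replicate 3 array in all 6 groups, and in AP its replicate 3 arrays stood at 5.66 in HFHC and 5.62 in LFNC. S100a1, S100a4, S100a6 and S100a10 differed in VP by 0.64, 0.52, 0.60 and 0.59 log2 (exact p from 0.2 to 0.5), and by 0.26, 0.21, 0.37 and 0.12 without the array labelled VP LFNC replicate 1. Ccnd1 differed by 0.19 (exact p = 0.5), and by 0.44 without that array. In DLP Rnf14 differed by -0.23 and S100a10 by -0.51 (exact p = 0.1 each). Other probe sets differed less in DLP, by -0.09, 0.17 and -0.01 for Rnf14 and by -0.12 for S100a10. The first of these Rnf14 probe sets differed by -1.10 in VP and 0.73 in AP. Id2, Vegfc, Tcf12 and Tbl1x had exact p of 0.3 or more in all 3 lobes. The study's RT-PCR of ID2, VEGFC and CDK2 was done in cultured human cells, not in mice. Tcf12 and Ccnd1 each had probe sets that differed in sign in VP, and another probe set of Ica1 differed by -1.67 in VP, 0.23 in DLP and 0.28 in AP. Mki67, Cdk2, Apoc3, S100a8 and S100a9 lay below the expression filter.

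**Figure D4:**
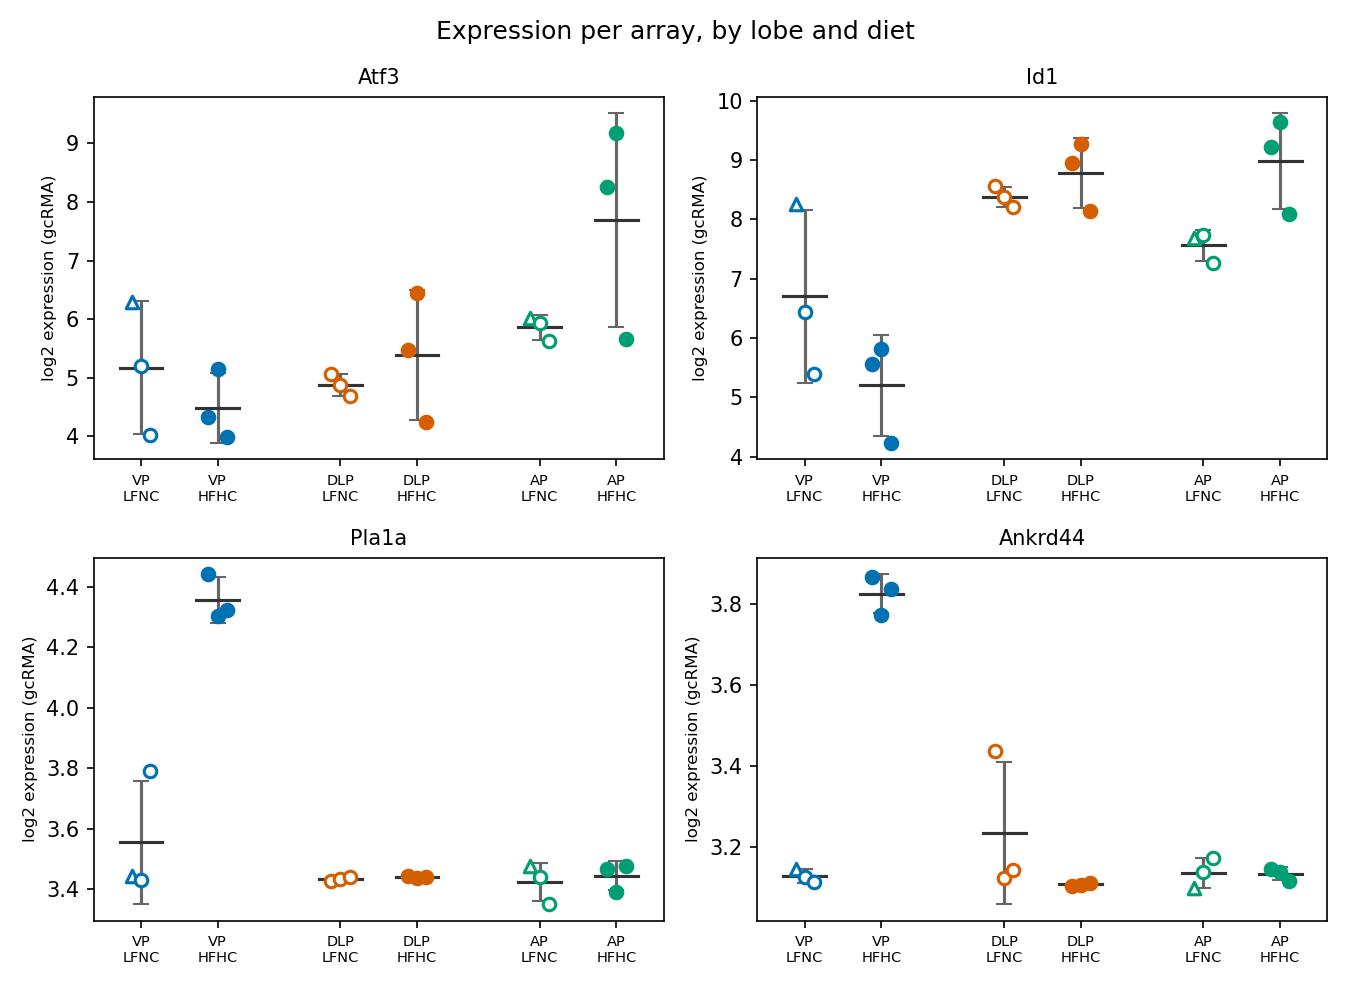
Expression per array in log2 units of Atf3, Id1, Pla1a and Ankrd44, by lobe and diet. Points are arrays, bars are means of 3 arrays, error bars are SD, and triangles mark the arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1; Pla1a and Ankrd44 are higher in the 3 VP HFHC arrays than in any other array.

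The diet comparison in DLP asked the same question of the dorsolateral lobe. Ivns1abp, which encodes an actin-binding protein, rose in HFHC, and Cend1, a gene of neuronal differentiation, fell. The skeletal muscle, adipocyte and oxidative phosphorylation lists were lower by camera with its preset correlation, and not with an estimated correlation (adjusted p = 0.504, 0.418 and 0.235). Ivns1abp was 0.85 log2 higher (SE 0.11), at 10.1 ± 0.14 in HFHC and 9.23 ± 0.15 in LFNC (SD, n = 3; adjusted p = 0.0384 by limma). Cend1 fell by 1.34 log2 (SE 0.19), from 5.21 ± 0.47 in LFNC to 3.87 ± 0.29 in HFHC (SD, n = 3; adjusted p = 0.0433 by limma). In both genes the arrays of the diets did not overlap. Genes that missed the threshold included 2310033P09Rik (0.96, adjusted p = 0.0767), Hivep2, Nxf1 and Mettl6 in the higher direction, and Rtl8c (-0.69, adjusted p = 0.0935), Mapk8ip2, Mcm2, Apool and Fxyd1 in the lower direction. These 2 calls were all that limma made, with 840 probe sets at an unadjusted p under 0.05, and the methods' t-test and integrative test called 0 after adjustment. For the diet effect in DLP limma called 0 with the arrays of the lobe alone, 1 with the stricter filter, 8 without a filter and 6 with array weights. The count was 22, with 20 lower, without DLP LFNC replicate 3, 6 without DLP LFNC replicate 1, 3 without DLP LFNC replicate 2, and 1 without DLP HFHC replicate 2 or DLP HFHC replicate 3. The spread was pooled over all arrays, and the count was 4 without AP LFNC replicate 2, 1 without VP LFNC replicate 2, and 0 without AP HFHC replicate 1, AP HFHC replicate 2, AP HFHC replicate 3, AP LFNC replicate 1, AP LFNC replicate 3, VP HFHC replicate 1, VP HFHC replicate 2, VP HFHC replicate 3 or VP LFNC replicate 1. Without the last of these the adjusted p was 0.0536 for Ivns1abp and 0.0751 for Cend1.

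In gene groups of DLP, the skeletal muscle list differed most, with a median of -2.14 log2 over 15 genes (adjusted p = 1.8e-13 by camera; adjusted p = 0.504 with an estimated correlation). Myl1 (-3.38), Tnnt3 (-3.37) and Ckm (-2.43) led it, and 14 of its 15 members passed adjusted over the list alone, against 0 over all genes. The mean of this list overlapped between the diets (exact p = 0.2, n = 3). The adipocyte list lay lower in all 13 genes (median -0.94, adjusted p = 2.4e-06; adjusted p = 0.418 with an estimated correlation), with Thrsp at -1.43, and the smooth muscle list in all 14 (median -0.51, adjusted p = 2.9e-05; adjusted p = 0.910 with an estimated correlation). Oxidative phosphorylation genes had a median of -0.23 (adjusted p = 7.2e-08; p = 0.00762 and adjusted p = 0.235 with an estimated correlation), with Cox6c at -0.38, and their mean was lower in each HFHC array than in any LFNC array (exact p = 0.1, n = 3), as were the means of the smooth muscle, fatty acid synthesis, fatty acid oxidation and proliferation lists (exact p = 0.1 each). Oxidative phosphorylation genes are abundant in muscle, and within each diet the DLP arrays had the same order in the means of both lists. Between the diets the order differed: the skeletal muscle mean was 7.07 log2 in DLP HFHC replicate 1 and 5.69 in DLP LFNC replicate 2, where the oxidative phosphorylation mean was 9.67 and 9.78. The fatty acid synthesis list (median -0.36, adjusted p = 0.00370; adjusted p = 0.235 with an estimated correlation) had Fasn at -0.87 and Thrsp lower adjusted over the list alone. The fatty acid oxidation list (median -0.25, adjusted p = 0.00370; adjusted p = 0.418 with an estimated correlation) had Angptl4 at -1.02 and Fabp3 at -0.86. Thrsp is in the adipocyte list as well. DLP LFNC replicate 1 was the highest DLP array in both fatty acid lists and in the adipocyte and skeletal muscle lists. The adipocyte mean was 5.23 log2 in DLP HFHC replicate 3 and 5.11 in DLP LFNC replicate 3. The fatty acid synthesis mean had the other order, at 6.975 and 7.240. Whether fat or muscle in the tissue adds to the fatty acid differences was not tested. The proliferation list (median -0.23, adjusted p = 0.00241; adjusted p = 0.504 with an estimated correlation) had Mcm2 lower adjusted over the list alone, by -0.78. Interferon (median 0.20, adjusted p = 0.0273; adjusted p = 0.947 with an estimated correlation) and immediate early genes (median 0.18, adjusted p = 0.00171; adjusted p = 0.772 with an estimated correlation) lay higher, with Ccn2 at 2.09, and their means overlapped (exact p = 0.7 and 0.5).

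The diet comparison in AP asked the same question of the anterior lobe. No gene passed there. Hspb7 had the smallest p, at 0.57 log2 (adjusted p = 0.163), and Gpaa1 at 1.14 (adjusted p = 0.833), Dclre1a, Zfp142 at 0.81 and Rnd3 also stood in the higher direction. Slc25a42 at -0.62 (adjusted p = 0.502), Wipi1, Pdcd7, Zscan26 and Tmprss13 stood in the lower direction. The immediate early list lay higher (median 0.19, adjusted p = 0.0103; adjusted p = 0.932 with an estimated correlation), with Klf6 at 0.84 and Klf4 at 1.09, and its mean overlapped between the diets (exact p = 0.4) and was lowest in both replicate 3 arrays. Without the arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1 the median of the immediate early list was 0.12 (adjusted p = 4.6e-04 by camera). Among AP probe sets limma called 0, with 637 at an unadjusted p under 0.05 (382 without AP HFHC replicate 2 and 410 without AP LFNC replicate 3), and the methods' t-test and integrative test called 0 after adjustment. For the diet effect in AP limma called 1 without a filter and 36 with array weights. The count was 4 without AP HFHC replicate 3 and 1 without AP HFHC replicate 1.

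Cholesterol synthesis genes did not pass in any lobe. Their adjusted p by camera was 0.947 in VP, 0.292 in DLP and 0.799 in AP, and the median difference was 0.10, -0.18 and -0.12 log2. Without the array labelled VP LFNC replicate 1 the median in VP was -0.13. The proliferation list had a median of -0.11 in VP (adjusted p = 0.207), and inflammation and chemotaxis genes had a median of 0.23 there (adjusted p = 0.165), with Osmr at 1.21 passing adjusted over the list alone. The mean of the inflammation and chemotaxis list was higher in each VP HFHC array than in any VP LFNC array (exact p = 0.1, n = 3). Its theme was fixed from the paper, so it is not independent evidence. Other lists that did not pass by camera and whose means did not overlap were the study genes in AP (higher), fatty acid oxidation in AP (lower) and androgen-responsive genes in DLP (higher) and AP (lower), with an exact p of 0.1 each. For the other lists the lowest adjusted p of the 3 lobes was 0.0510 for fibroblast, 0.199 for proteasome, 0.207 for ribosomal protein, 0.211 for androgen-responsive, 0.232 for urothelium, 0.299 for extracellular matrix and 0.314 for luminal epithelium genes. It was 0.390 for nerve, 0.468 for seminal vesicle, 0.492 for secretory protein and basal epithelium, 0.661 for lymphocyte and red blood cell, and 0.690 for endothelium genes. The fibroblast list in AP had an adjusted p of 0.290 by camera with all arrays. It passed there without the arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1 (median 0.10 log2, adjusted p = 0.0204 by camera). With an estimated correlation it did not pass in that fit (adjusted p = 0.887). Of the neutrophil and mast cell list, 1 gene lay above the filter, and the list was not tested. Median, mean and camera's direction differed in sign for some lists that did not pass. In VP these were the study, fatty acid oxidation, oxidative phosphorylation and red blood cell lists. In DLP they were the inflammation, secretory transport, ribosomal protein, secretory protein and basal epithelium lists. In AP they were the study, LXR, fatty acid synthesis, inflammation, extracellular matrix, seminal vesicle, luminal epithelium, urothelium, smooth muscle and skeletal muscle lists.

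The diet effect averaged over the lobes asked for a response that the lobes share. No gene passed both thresholds. Across 7911 genes the diet differences of VP and DLP had a Pearson correlation of 0.119, those of DLP and AP of 0.0370, and those of VP and AP of -0.346. Without the array labelled VP LFNC replicate 1 the correlation was 0.0419 for VP and DLP and -0.0534 for VP and AP. With the array labelled AP LFNC replicate 1 left out as well, it was 0.0996 for DLP and AP. Genes are not independent replicates, so these carry no p. By limma 0 probe sets were called, 1 passed the adjusted p without the fold threshold and 1426 had an unadjusted p under 0.05; no other tool was run on this average. With array weights 60 were called.

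The test of whether the diet effect differs between the lobes found Ankrd44. Its difference was 0.70 log2 in VP, -0.13 in DLP and -0.00 in AP (adjusted p = 0.0238 by limma's F test). Its DLP arrays lay at 3.10 to 3.14 log2, at the filter, except for DLP LFNC replicate 1 at 3.44. Pla1a followed (adjusted p = 0.103), then Spc25, Wipi1, Actr6, Hspb7 and Kitl (adjusted p = 0.296 each) and Cry1, 2310033P09Rik and Ncoa5 (adjusted p = 0.330 each). The F test called 0 with the stricter filter, without a variance trend, with median centring or with the replicate block, and 23 with array weights. It had an unadjusted p under 0.05 in 1232 of 13576 probe sets, and in 2163 without VP HFHC replicate 2. The count of 1 became 0 without the array labelled VP LFNC replicate 1, 0 without AP HFHC replicate 1, AP HFHC replicate 2, AP HFHC replicate 3, AP LFNC replicate 1, AP LFNC replicate 2, AP LFNC replicate 3, VP LFNC replicate 2 or DLP HFHC replicate 2, 2 without DLP HFHC replicate 1, DLP HFHC replicate 3 or VP HFHC replicate 2, 3 without VP HFHC replicate 1, DLP LFNC replicate 1 or DLP LFNC replicate 3, 4 without VP HFHC replicate 3 and 7 without VP LFNC replicate 3.

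The comparisons between lobes asked which genes mark each lobe over both diets. Nerve and muscle genes marked DLP. Vip was 67.6-fold higher in DLP than in VP and 68.3-fold higher than in AP, at 8.75 ± 0.72 log2 in DLP (SD, n = 6). The nerve genes Stmn2 (24.2-fold), Uchl1 (22.8-fold), Npy (20.7-fold), Nefl (19.7-fold) and Tubb3 (17.3-fold), and Lct (41.7-fold), Ndrg4 (28.1-fold), Chn2 (22.1-fold) and Havcr1 (17.0-fold), were higher in DLP than in VP. All of these but Chn2 were also among the 10 largest rises of DLP over AP, together with the muscle myosin Myh4 (20.2-fold). In VP and AP the means of Vip, Stmn2, Uchl1, Npy, Nefl and Havcr1 lay below the filter of 3.14 log2, as did Lct in VP and Tubb3 and Myh4 in AP, so these folds are against background. Of 9 nerve and Schwann cell genes, 6 were called higher in DLP than in VP and 5 higher than in AP. Of 15 skeletal muscle genes, 12 were called higher in DLP than in VP and 11 higher than in AP. Among called genes whose arrays did not overlap, Tff3 (8.21-fold), the gap junction gene Gjb2 (7.05-fold), Ghr (5.51-fold) and Btg1 (4.73-fold) led those higher in VP than in DLP. Kctd1, Nnt, Atp1b1, Ahcyl2, Galnt4 and Osbpl1a followed. Lama3 (26.2-fold), Pnliprp1 (21.7-fold) and Tmem45b (18.3-fold) led those higher in AP than in DLP, with Golt1a, Tmod4, C1s1, Car2, Mt3, Upb1 and C1ra. Tff3 and Tmem45b lay below the filter in DLP, so their folds are against background too. Of 13576 probe sets limma called 1770 between VP and DLP, 844 of them higher in VP, and 726 between DLP and AP, 457 of them higher in DLP.

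Between VP and AP, only called genes whose arrays did not overlap were ranked. Among these, Mtm1 (3.79-fold) and the nuclear RNA Malat1 (3.47-fold) led the genes higher in VP. Slco1a5 (5.66-fold) and Marcks (3.90-fold) led those higher in AP. Luc7l2, Rsrp1, Tnk1, Prpf4b, Shmt1, Gm9222, Ints6l and Kmt2e followed in VP, and Tbx2, Tspan15, Clcn5, Cd55, Ccnd1, Ccdc80, Cradd and Ada in AP. Tbx2 and Tspan15 lay below the filter in VP. Of 33 protein folding genes 13 were called lower in VP than in AP, and 6 of 19 cholesterol synthesis genes were called higher in VP than in AP. Of 14 smooth muscle genes 7 were called lower in VP than in AP and 11 lower than in DLP. By limma 1913 of 13576 probe sets were called, 984 higher in VP and 929 lower. The named genes are those without overlap between 6 and 6 arrays, so the place of the array labelled VP LFNC replicate 1 among the AP arrays kept genes whose other arrays separate from being named here. The genes named between VP and AP had to separate in that array too, so they cannot be read as the strongest markers of either lobe. Without the array labelled VP LFNC replicate 1 the counts were 2339 between VP and DLP, 2527 between VP and AP, and 877 between DLP and AP. With array weights the lobe difference VP minus AP had 3051 and the lobe difference DLP minus AP 1331.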

Values the study reported

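The study reported 1815 genes that differed in VP between the diets at a false discovery rate below 0.05 and a 1.5-fold change, 877 of them higher and 938 lower in the hypercholesterolemic mice. By RT-PCR it tested 8 genes in mice or in cultured human cells, and reported ATF3 lower in all 3 lobes of the mice.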

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

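The splits of the arrays were fixed before the data were examined, while the tests of the doubted arrays, of the tissue transcripts of DLP and of the stress genes were chosen after the pattern was seen.

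The diet effect on Ankrd44 differed between the lobes (adjusted p = 0.0238 by limma's F test). Ankrd44 was higher in every HFHC array of VP and lower in every HFHC array of DLP, and these changes differed by 0.83 log2. The DLP side ranks values at the filter, 3.10 to 3.11 log2 in HFHC against 3.12, 3.14 and 3.44 in LFNC, and rests on DLP LFNC replicate 1. Spc25 was higher in every HFHC array of VP and lower in every HFHC array of AP, a difference of 1.58 log2 (F test adjusted p = 0.296). The mean of the androgen-responsive list was higher in every HFHC array of DLP and lower in every HFHC array of AP (exact two-sided p = 0.1 each, n = 3), a difference of 0.63 log2 that was not tested. In AP the list mean was 8.53 log2 in the doubted AP LFNC replicate 1 and 8.02 and 7.90 in the other LFNC arrays. Of its 20 genes, 8 were called higher and 2 lower in VP than in AP. Without AP LFNC replicate 1 the difference in list means in AP went from -0.39 to -0.20, still with no overlap. The median difference of its genes in AP was -0.09 log2, and -0.003 without both doubted arrays. In DLP the median difference of its genes was 0.09 log2, against a difference in list means of 0.24. In DLP 12 of its genes were higher and 8 lower, and in AP 8 were higher and 12 lower. The list means therefore rest on large changes of some members, and which members carry them was not tested.

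The arrays labelled VP LFNC replicate 1 and AP LFNC replicate 1 lay apart from the other arrays of their lobes. On a scale over 271 genes from the VP mean at 0 to the AP mean at 1, the first stood at 1.02, while the other 2 VP LFNC arrays averaged 0.0288, which argues against a response of VP to the LFNC diet. The second stood at 0.584, between the lobes, which argues against a plain exchange of these labels. AP tissue or a wrong label remains a candidate explanation for the first. VP tissue among the AP LFNC arrays stays open for the second, since the share of 59 other VP-enriched genes with a lower mean in AP HFHC (98.3%, against 62.6% of all genes) restates the place of that array, and the share without it (79.7%, against 64.6% of all genes) is about the other AP LFNC arrays; a diet effect on secretory transcripts of AP stays open too (exact p = 0.7).

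Skeletal muscle, adipocyte and smooth muscle transcripts were lower in DLP HFHC than in DLP LFNC. The mean of the macrophage list differed between the diets by 0.03 log2 and that of the smooth muscle list by -0.51, which are 0.54 apart (SE 0.09). For macrophages this argues against a smaller share of all cells other than luminal epithelium. The fibroblast, endothelium and nerve means differed by -0.18, -0.13 and -0.38 (exact p = 0.2, 0.5 and 0.4). For these cells a smaller share therefore stays open. The skeletal muscle mean varied by up to 3.88 log2 within 1 diet, more than the difference of -2.31 between the diets, so unequal striated muscle in the dissections is a candidate explanation. A diet effect stays open, since the list mean of 3 against 3 arrays (exact p = 0.2) leaves it undecided.

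Atf3 and Id1 were lowest in the replicate 3 array of all 6 groups, as were the heat shock genes Hspa1a, Hspa1b and Dnajb1. With group means taken away, Atf3 followed a list of 12 heat shock genes over 18 arrays (Pearson's r = 0.855, permutation p = 5.8e-04, adjusted 8.9e-04; Spearman's rho = 0.794, permutation p = 0.00412, adjusted 0.00412; 2 relations computed), with r = 0.822 without the 2 farthest arrays. A stress response that differs between arrays, such as from handling of the tissue, may therefore add to the spread of Atf3, although in AP LFNC the list mean was lowest in replicate 1 (9.60 log2, against 10.13 and 10.03) and Atf3 in replicate 3. A chance order of the replicate numbers also stays open, since 71 of 1000 exchanges gave as many genes with 1 number lowest or highest in all groups (permutation p = 0.0719). No biological explanation was tested, and arrays were taken as independent.

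Other splits of the same arrays were counted for each comparison. For the diet effect within a lobe the 10 splits are too few for a share under 0.05. In VP the real split gave 8 calls, 3 of 10 splits gave as many and the highest other gave 36. In DLP the real split gave 2, 4 of 10 gave as many and the highest other gave 23. In AP the real split gave 0, 10 of 10 gave as many and the highest other gave 2. In VP and DLP some other splits gave several times the real count, and the source of these counts was not tested. For the average over lobes the real value was 0, which all 100 splits reach by definition (highest other 1), so these splits decide nothing. For the difference of the diet effect between lobes 30 of 100 reached 1 (highest other 9), so chance is not excluded. Chance was excluded for the lobes: 1 of 100 splits, the real one, reached 1770 calls between VP and DLP (highest other 1502) and 1 of 100 reached 726 between DLP and AP (highest other 145). Between VP and AP 3 of 100 reached 1913, and the highest other, 2418, exchanges the array labelled VP LFNC replicate 1 with AP LFNC replicate 1.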

How the results depend on the processing

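Leaving out both doubted arrays, leaving out arrays of other lobes for a diet effect within a lobe, and the covariates were tests chosen after the data were seen, and the other alternatives were planned. The counts of the report are 8 (VP), 2 (DLP), 0 (AP), 0 (averaged), 1 (difference between lobes), and 1770, 1913 and 726 (lobes). For gene lists the count is 17 camera tests of a list in a lobe, and some lists passed in several lobes. Without a filter VP had 16, DLP 8 and AP 1 calls, and with the stricter filter 0, 1 and, for the difference between lobes, 0. The stricter filter removes the 8 VP calls, Ankrd44 among them, and Cend1, so its counts do not test these calls. The difference between lobes was also 0 without a trend, with median centring, with the replicate block, with both doubted arrays left out and with the seminal vesicle covariate. Array weights, which were lowest (0.259) for the array labelled VP LFNC replicate 1, gave 797 in VP, 6 in DLP, 36 in AP, 60 averaged, 23 for the difference between lobes, 3051 for the lobe difference VP minus AP and 1331 for the lobe difference DLP minus AP. Quantile normalisation gave 5 in VP and 1 in DLP, and median centring 5 and 1. With the arrays of the lobe alone, with and without the replicate block, VP and DLP had 0 calls by limma. The numbers were not taken to pair the arrays: deviations of same-numbered arrays of both diets of a lobe correlated above 0.1 in 3 of 9 pairs, 4 of 6 arrays in VP, 0 of 6 in DLP and 3 of 6 in AP were closest to their own number in the other diet, and same-numbered arrays of 1 diet in different lobes correlated above 0.1 in 9 of 18 pairs and below -0.1 in 5. Between DLP and AP the correlations were 0.532, 0.232 and 0.429 in HFHC and 0.118, 0.184 and 0.0132 in LFNC. Between VP and AP in LFNC they were -0.662, -0.291 and -0.332. Arrays of DLP and AP may therefore not be fully independent, although the comparison between these lobes took them as such. The replicate block over all arrays gave 12 calls in VP and 2 in DLP. The methods' t-test after adjustment gave 0 in each lobe, and unadjusted 216 for the diet effect in VP, 168 for the diet effect in DLP and 78 for the diet effect in AP, and the integrative test gave 0 in each. Without both doubted arrays VP had 3 calls and DLP 0, and with the seminal vesicle covariate 4 and 0. Of the gene lists, 0 passed with an estimated correlation and 1 by fry. Leaving out each array of the lobe in turn gave 2 to 756 in VP (756 without VP HFHC replicate 2, 433 without VP LFNC replicate 3, 2 without VP LFNC replicate 1 and 3 without VP LFNC replicate 2), 1 to 22 in DLP (22 without DLP LFNC replicate 3, 6 without DLP LFNC replicate 1, 3 without DLP LFNC replicate 2, 1 without DLP HFHC replicate 2 or DLP HFHC replicate 3) and 0 to 4 in AP (4 without AP HFHC replicate 3, 1 without AP HFHC replicate 1), and each of the 18 arrays in turn 0 to 7 for the difference between lobes, with the arrays named beside that result. The Atf3 change in DLP ranged from -0.0146 (without DLP HFHC replicate 2) to 1.09 (without DLP HFHC replicate 3) and in no case passed. In VP its fall shrinks without VP LFNC replicate 1 (6.29 log2) and widens without VP LFNC replicate 3 (4.03 log2). In AP its rise shrinks without AP HFHC replicate 2 (9.17 log2) and widens without AP HFHC replicate 3 (5.66 log2). For the counts of 756 and 433 in VP the direction was examined: 86.0% and 97.7% of these calls had the sign of VP minus AP. The 8 calls of the report were among them in each case. The share for all probe sets was not computed, so the percentages alone do not separate diet from lobe. The array labelled VP LFNC replicate 1 stayed in both fits, so the difference between the lobes may add to these calls. For the other changes the cause was not tested, except that fewer arrays or another spread enter the fits by construction. With the heat shock covariate Atf3 differed by -0.62 in VP, 0.27 in DLP and 1.43 in AP, and none passed. Of the other values, 1089 stayed on their side of the threshold with the same direction, 131 missed a threshold they had passed, 4 passed one they had missed and 0 reversed while called; 44 of 870 values of uncalled genes changed sign. Scaling alternatives moved the median of all genes by at most 0.0414 log2. Other probe sets of Atf3, which has 1, and a linear scale, for values already in log2, were not run. Changes near the filter of 3.14 log2 are limited by signal over background.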

Other observations

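The values on heat shock genes and replicate numbers were computed only after the data were seen.

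At the study's thresholds, limma called 8 probe sets between the diets in VP, 6 higher and 2 lower. This is lower than the count that the study reports, which rests on another test and another stated number of repeats, and it is not settled that the arrays are the same.

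Hspa1a stood at 5.46 to 7.83 log2 in the replicate 3 arrays and at 8.74 to 13.3 in the other 12 arrays. The replicate 3 array differed from the mean of the other 2 arrays of its group by -5.45 to -2.67 log2 for Hspa1a, -4.53 to -1.29 for Dnajb1, -3.05 to -0.28 for Atf3 and -1.97 to -0.25 for Id1. Of 7911 genes, 132 had 1 replicate number lowest or highest in all 6 groups, where the median of 1000 exchanges of the numbers was 52 and the highest 304. Id1 followed the heat shock list with Pearson's r = 0.751 (permutation p = 8.9e-04, adjusted 8.9e-04; 0.651 without the 2 farthest arrays) and Spearman's rho = 0.816 (permutation p = 0.00151, adjusted 0.00302).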
